# Microarray-Based Analysis of the Differential Expression of Melanin Synthesis Genes in Dark and Light-Muzzle Korean Cattle

**DOI:** 10.1371/journal.pone.0096453

**Published:** 2014-05-08

**Authors:** Sang Hwan Kim, Sue Yun Hwang, Jong Taek Yoon

## Abstract

The coat color of mammals is determined by the melanogenesis pathway, which is responsible for maintaining the balance between black-brown eumelanin and yellow-reddish pheomelanin. It is also believed that the color of the bovine muzzle is regulated in a similar manner; however, the molecular mechanism underlying pigment deposition in the dark-muzzle has yet to be elucidated. The aim of the present study was to identify melanogenesis-associated genes that are differentially expressed in the dark vs. light muzzle of native Korean cows. Using microarray clustering and real-time polymerase chain reaction techniques, we observed that the expression of genes involved in the mitogen-activated protein kinase (MAPK) and Wnt signaling pathways is distinctively regulated in the dark and light muzzle tissues. Differential expression of tyrosinase was also noticed, although the difference was not as distinct as those of MAPK and Wnt. We hypothesize that emphasis on the MAPK pathway in the dark-muzzle induces eumelanin synthesis through the activation of cAMP response element-binding protein and tyrosinase, while activation of Wnt signaling counteracts this process and raises the amount of pheomelanin in the light-muzzle. We also found 2 novel genes (GenBank No. NM-001076026 and XM-588439) with increase expression in the black nose, which may provide additional information about the mechanism of nose pigmentation. Regarding the increasing interest in the genetic diversity of cattle stocks, genes we identified for differential expression in the dark vs. light muzzle may serve as novel markers for genetic diversity among cows based on the muzzle color phenotype.

## Introduction

According to their coat color, native Korean cows (HanWoo) are classified as brown, black, white, brindle, and mixed. Due to the increasing interest in the genetic diversity of cattle stocks, in 2004, the Korean Ministry of Agriculture published a National Report on the current status of the gene pool among cattle, where native Korean cows are categorized as Yellow HanWoo, Black HanWoo, Jeju Black HanWoo, and Brindle HanWoo. This report has promoted efforts not only to preserve the genetic diversity prevalent among cows but also to investigate the genes associated with the expression of the color of bovine coats. The coat and muzzled colors in mammals are determined by the relative distribution of pheomelanin and eumelanin. In melanocytes, the expression of these two pigments is controlled by the melanocortin 1 receptor (MC1R) as well as by agouti locus alleles [1], [2], [3]. To date, single-nucleotide polymorphisms (SNPs) associated with the expression of coat color have been identified in the *MC1R* gene [4], [5], [6], [7], as well as in other genes associated with pigment deposition, such as tyrosinase (TYR), tyrosinase-related protein (TYRP-1), dopachrome tautomerase (DCT), and *agouti*(ASIP) [3], [8], [9]. Among these, the role of TYR is of note in that generally melanin is synthesized from tyrosine through dopa and dopa-quinone, a process controlled by TYR [8], [9].

In contrast to skin color, limited information is available on the nature of pigment deposition in the nose, although this could also be a marker reflecting genomic diversity. According to the system developed by Lee et al. (2002), the degree of darkness of the cow's muzzle is determined by the number of black spots in the muzzle. Interestingly, it has been shown that genetic variation in the MC1R locus is also associated with the color of the muzzle. Both E+/e and e/e genotypes are prevalent among Yellow HanWoo, but the frequency of the E+ allele is higher in animals with dark-muzzle than in the general population (0.37 vs. 0.11, respectively) [10], [11], [12]. However, little information is available on genes other than *MC1R* that control pigment expression in the cow's muzzle.

In an attempt to gain further information about the genes controlling pigmentation of the muzzle, we compared the gene expression profile of the muzzle tissue between native Korean cows with and without black spots in their muzzle. We found an intriguing distinction between the dark and light muzzle with respect to the expression of genes involved in the MAPK vs. Wnt signaling pathways. Our results provide new insights into the molecular mechanism of melanogenesis in the cow's muzzle.

## Materials and Methods

### Animals and Tissues

Cows examined in this study were all raised under the same condition at a farm affiliated to Hankyong National University. Animals were mostrly kept indoors except occasional outdoor exercise period.

The muzzle tissue of cows was obtained from the Pyong-Nong slaughter house in Pyungtaeck, Gyeonggi-Do, Korea (obtained permission No: HK20130103-010). Pigment deposition in the muzzle was categorized as either strong black, medium black, weak black, and yellow, according to the system developed by Lee et al. (2012). Only cows of verified pedigree, as ascertained by the official number issued by the Rural Development Administration, were used for this study, and 18 medium-dark-muzzled and 18 light-muzzled animals were selected for tissue preparation (Fig. 1). The front part of the muzzle was surgically removed and was directly placed in liquid nitrogen (−196°C). This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Hankyong National University (Permit Number:2013-1).

**Figure 1:**
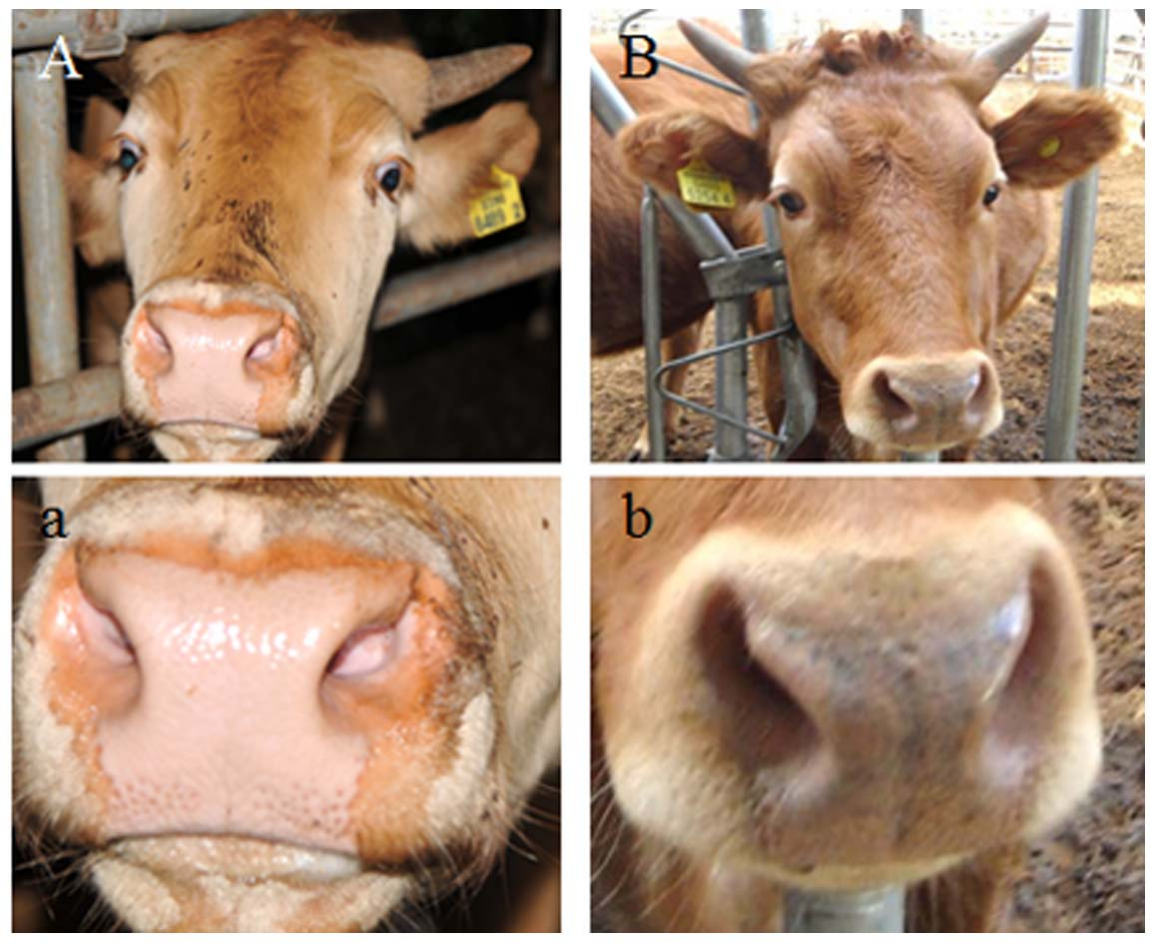
Criteria for the classification of the muzzle and coat color of HanWoo. A–B) Yellow coat color, a: Light-muzzle, b: Dark-muzzle.

### Microarray

Total RNA was extracted from the muzzle tissues of one representative yellow-se cow and one representative black-nose cow using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer's procedure. The concentrations of RNA present in the samples as well as the OD 260/280 ratio of the samples were determined using a nano-drop spectrophotometer. Reverse transcription of the first strand of complementary DNA (cDNA) was performed using an oligo dT primer (Invitrogen, CA USA). Bovine glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal control for quantitation.

The NCBI Gene Expression Omnibus (GEO) accession number for the microarray data reported in this paper is GSE53657 and the data are available at http://www.ncbi.nlm.nih.gov/geo/. Also available for download from this GEO accession is a *Supplementary Analysis File* containing all pre-processing analyses, annotated lists of differentially expressed genes with links to NCBI as well as gene ontology and pathway analyses (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53657).

Microarray-based analyses of the gene expression profile in the tissue samples were performed by ISTECH Inc. (http://www.istech21.com, Seoul, Korea) using the bovine 4*44K chip (Chip no. 252364710266, Agilent Technologies Inc., CA USA). Briefly, purified RNAs were tested for their quality with the Agilent 4-plex gasket System (Agilent Technologies Inc., CA USA), followed by amplification and labeling using Agilent's low RNA input linear amplification kit PLUS (Agilent Technologies Inc., CA, USA). Microarray hybridization was carried out using the Agilent Gene Expression Hybridization kit, washed using a series of buffers from the Agilent Gene Expression Wash Buffer Kit, and then scanned and analyzed using an Agilent DNA microarray scanner and Feature Extraction Software, respectively. The images obtained were normalized and clustered using Agilent Gene Spring Software (Agilent Technologies Inc., CA, USA). And cluster analysis of the molecular characteristic and biological information of genes in the cattle was using KEGG PATHWAY database (http://www.genome.jp/kegg, JPN).

### Real-time polymerase chain reaction

The specificity of genes showing significant differences in expression between the 18 dark-muzzled and 18 light-muzzled cattle were confirmed using real-time polymerase chain reaction (RT-PCR). Cows examined by the microarray analysis were included among the 18 cows from each group. Primers for amplification of genes of interest were prepared as listed in Table 1. RNAs were prepared using the same method as described for the microarray analyses. Reverse transcription and PCR amplification were performed using the one-step SYBR RT-PCR kit (TaKaRa, Shiga, Japan) and line-gene K program (Bioeer Technology, Tokyo JPN). Each PCR was repeated at least 3 times, and the results were converted as a fold increase according to the cycle threshold (Ct) values in the semi-log amplification plot of the geometric region, using Rotor-Gene Real-Time Software 6.0 (BIOER, Tokyo Japan).

**Table 1:** Primers for real-time polymerase chain reaction analysis of melanogenesis-associated genes.

Primer		Sequence	Product Size	Primer		Sequence	Product Size
MAGEB3	Fw	*5′ CAGACCGCACATTGGAGAGAGG 3′*	*229*	CREB3L4	Fw	*5′ CAGTCAGCTCAGGATAGCCG 3′*	*208*
	Rv	*5′ GCCACCACGATGGAAGCACTC 3′*			Rv	*5′ CACAAGTGCTAGTCTGGGCA 3′*	
CALML5	Fw	*5′ GAAGGTGTCTCAGGACGAGC3′*	*203*	FGF11	Fw	*5′ GTCGCTTTAAGGAGTGCGTC 3′*	*213*
	Rv	*5′ CCAACTGTCCCCACATGGAA3′*			Fw	*5′ CACTGTGGAGAGAAGGCTCC 3′*	
CAMK2A	Fw	*5′ ATCGCCTATATCCGCATCAC 3′*	*206*	FGF7	Rv	*5′ GTGAGAAGACTGTTCTGTCG 3′*	*380*
	Rv	*5′ GGACAAAGAGCGGATCTCTG 3′*			Fw	*5′ GCCATAGGAAGAAAATGGGC 3′*	
CAMK2B	Fw	*5′* ATGGCACATGAGGCACTGAA *3′*	*176*	FZD1	Fw	*5′ CGAGCTGGGAACTTTGTGC 3′*	*242*
	Rv	*5′ GTCTGTCTGCCCACTGAGAA 3′*			Rv	*5′ GTACTGCTGCCCGCTCTGTT 3′*	
PRKACB	Fw	*5′ GCTTCCCTTTGGTTCGTCATTC 3′*	*205*	FZD8	Fw	*5′ CTGGATTTGCCTCCGTGAGT3′*	*213*
	Rv	*5′ CCTCAAGCAACTGACCAACACA 3′*			Rv	*5′ CGAGCAAGTTTCTTCTCGG3′*	
PDGFRB	Fw	*5′ AATCCTTGTGATGCCAGGGG 3′*	*111*	FZD9	Fw	*5′ CAATACGGAGAAGCTGGAG 3′*	*255*
	Rv	*5′ ATCCTTGCTGCTGATGCCTT 3′*			Fw	*5′ CCCACCACCAAGGACATGAA3′*	
FGF13	Fw	*5′ CTGTGGAACTGTGATGTTG 3′*	*141*	HSPA5	Rv	*5′ GAAAATGCTATAGCCCAAGTGG 3′*	*141*
	Rv	*5′ TGTTGTTTAGGGGTAACCAGTC 3′*			Fw	*5′ CAAGGTGAACACACACCCTG3′*	
FGF16	Fw	*5′ CTCCTTGGACTGGGACCTGC 3′*	*530*	MAGEB5	Fw	*5′ GCCTCGGAAGCACAAAAACA 3′*	*184*
	Rv	*5′ AGTGAGTGAATTTCTGGTGTCG 3′*			Rv	*5′ CTGAAGCTCCTGGTGATCGG 3′*	
FGF10	Fw	*5′ ATCACCTCCAAGGAGATGTCCG 3′*	*156*	MAGEE2	Fw	*5′* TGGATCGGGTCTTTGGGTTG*3′*	*123*
	Rv	*5′ CGGCAACAACTCCGATTTCCAC 3′*			Fw	*5′ CCTTTGGCATGTCCAGGGAT 3′*	
FGF4	Fw	*5′ TACTGCAACGTGGGCATCGGA 3′*	*346*	MAGEF1	Rv	*5′ ACCTGCCTACCCGAAAACAT3′*	*868*
	Rv	*5′ GTGGGTTACCTTCATGGTAGG 3′*			Fw	*5′ CCTCACGGTACTGCACTGG3′*	
ADCY2	Fw	*5′ GAAGACCACGTGGCATTTTT 3′*	*166*	MAGEH1	Fw	*5′ TTATAAGCCGGTGCCCCGT3′*	*198*
	Rv	*5′ CGAAACACATGAACAAGTAGCC 3′*			Rv	*5′ GCACCTGAATTGAGGATAGC 3′*	
TYR	Fw	*5′ TAACAGAACCTGCCAGTGC 3′*	*90*	MIA	Fw	*5 ′TAGCATCGTACGTGAAGACCA 3′*	*117*
	Rv	*5′ CTTTCTGTGCAGCGGGGTCCCCTAGA 3′*			Rv	*5′ GGGAGAAACAACAGCAATGACA 3′*	
ADCY6	Fw	*5′ AGGTTCTAGCGGCCAAGG 3′*	*800*	MLPH	Fw	*5′ CCAGCCCTAAGAGGAGAGGT 3′*	*195*
	Rv	*5′ TAATGCCCTCATGCACATTC 3′*			Fw	*5′ ACTTGGGTGAAGAGCTGACG 3′*	
CCND1	Fw	*5′ CGATGCCAACCTCCTCAACGAC 3′*	*143*	P4HB	Rv	*5′ GAGGGAGCGTCGATTGGAAATG 3′*	*329*
	Rv	*5′ CCAGCATCCAGGTGGCGACG 3′*			Fw	*5′ AGCACACACCCTGACGTCCAAA 3′*	
CREB3L2	Fw	*5′ GCAAAGTGGCCAAACCTGACTA 3′*	*269*	PRAME	Fw	*5′ AGCAGCTTCTGTGCAAGTCT 3′*	*102*
	Rv	*5′ TGAACTCAGAGAAGACGGAGCA 3′*			Rv	*5′ GGATGGGCTCGGTGTCATAG 3′*	

### *In situ* hybridization

Probes specific to the highly expressed genes in dark-muzzle cows were generated by PCR amplification and labeled using a digoxigenin-labeled hybridization kit (Roshe, Mannheim, Germany), according to the manufacturer's procedure. Tissues for hybridization were prepared from the epithelium and dermis containing melanocytes and fixed for 24 h in 70% ethanol (EtOH)/0.2% diethyl pyrocarbonate (DEPC). Following a series of dehydration steps, the tissues were embedded in paraffin blocks and mounted as 10-µm sections. After deparaffinization, the sections were hybridized with the labeled probes by incubating in RiboHybe hybridization solution (TOYOBO, Osaka, Japan) for 16 h at 65°C. The hybridized sections were then re-fixed in 0.2×SSC containing 60% formamide. Color development was induced by binding anti-digoxigenin antibody for 2 h at 37°C, followed by incubation for 2 h with NBT/BCIP stock solution (0.18 mg/ml BCIP, 0.34 mg/ml NBT, and 240 µg/ml levamisole) in the dark. The sections were then treated with methyl green to stain the nucleus followed by observation under a light microscope.

### Statistical Analyses

The Microarray and real-time RT-PCR results were analyzed for statistical significance using the SAS package (Statistical Analysis System, Institute, version 9.4, Cary, NC, USA). Data were subjected to a Welch's T-test, fold change and GLM of the SAS. The data are shown as mean ± SD, and the significant difference between groups was determined at the *p*<0.05 level.

## Results

### Microarray comparisons of gene expression profiles between cows with dark vs. light muzzle

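RNA from the muzzle of 1 light-muzzle and 1 dark-muzzle HanWoo cow, both 30 months old, was hybridised to 1 Agilent bovine array per cow. These are 1-colour arrays, on which each RNA is read alone, and both lay on the same slide. Each array held 45220 spots, of which 43803 were not controls. The authors scanned the slide and converted pixel brightness into a processed signal per spot with Agilent's Feature Extraction software. This signal is an intensity from which the background has been subtracted. It was marked well above background for 34519 noncontrol spots (78.8%) on the light-muzzle array and for 35855 (81.9%) on the dark-muzzle array, and no spot was saturated. For the values given here, the log2 of the processed signal was taken and the 75th percentile of each array's noncontrol spots was subtracted. That percentile was an intensity of 1144 in the light-muzzle cow and 1137 in the dark-muzzle cow. Spots marked as outliers (13 per array) were left out, and spots of the same probe were averaged, which left 43639 probes. Each log2 ratio is the level in the dark-muzzle cow minus that in the light-muzzle cow. A ratio was measured for 33451 probes that were well above background on both arrays. A further 2260 probes were well above background only in the dark-muzzle cow and 922 only in the light-muzzle cow. Their difference is a lower bound, the bright level set against the lowest level well above background on the other array or the dim probe's own level, whichever was higher. The 7006 probes well above background in neither cow were given no ratio, nor were 3 probes above it in 1 cow whose bright level did not exceed the limit or the dim level. Probes carry accessions, of which 9688 matched the RefSeq table of the ARS-UCD2.0 assembly and gave a gene symbol to 20587 probes (47.2%). With 1 array per group the differences have no replicate check, no test was made, each one is a difference between 2 animals, and the number of arrays limits the precision.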

Using the Agilent bovine 4*44K chip containing 44,000 cow genes, we compared the gene expression profiles of the muzzle tissue from dark and light muzzle cows. 

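Across the probes measured on both arrays, the log2 levels of the 2 cows had a Pearson correlation of 0.946 (across probes, which are not independent replicates). The median log2 ratio of these probes was 0.0038. For 36 probes that were spotted 4 times and measured on every spot, the SD of the log2 ratio between spots had a median of 0.049. Different probes of the same transcript differed more, with a median SD of 0.18 over 7661 transcripts, and 18 transcripts had probes at least 2-fold higher and others at least 2-fold lower in the dark-muzzle cow. The arrays also carried 10 spike-in control transcripts of 32 spots each. The 8 that were well above background on both arrays had log2 ratios between -0.38 and 0.0063, whereas the 2 that were not well above background on the light-muzzle array had ratios of 0.80 and 1.93.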

MA plots and scatter plots were applied for normalization and clustering to minimize possible variations and errors (Fig. 2A and B). In this test, 2,820 genes showed increased expression in the tissue of cows with a dark-muzzle as compared to that of light-muzzle cows, whereas 2,274 genes showed decreased expression. These 5,094 genes were further analyzed for the significance of differential expression through hierarchical clustering. As a result, up-regulated genes with significantly higher expression in dark-muzzle cows (red color) and down-regulated genes with significantly decreased expression (green color) were identified (Fig. 2C).

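At a threshold of 2-fold, 3575 probes were higher and 2626 were lower in the dark-muzzle cow, out of 36630 probes with a ratio. Probes well above background on both arrays made up 2820 of the higher and 2273 of the lower probes. The other 755 and 353 were well above background in only 1 cow and passed the threshold by their lower bound. Higher probes were 57.7% of all probes past the threshold. This share fell to 49.7% under quantile normalization, with 3081 higher and 3120 lower probes. At the same threshold the number of higher probes moved most when dim probes were not filtered, to 6018, with 3196 lower. Counted by gene name or accession in place of probes, 2163 were higher and 1770 lower out of 23160.

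**Figure D1:**
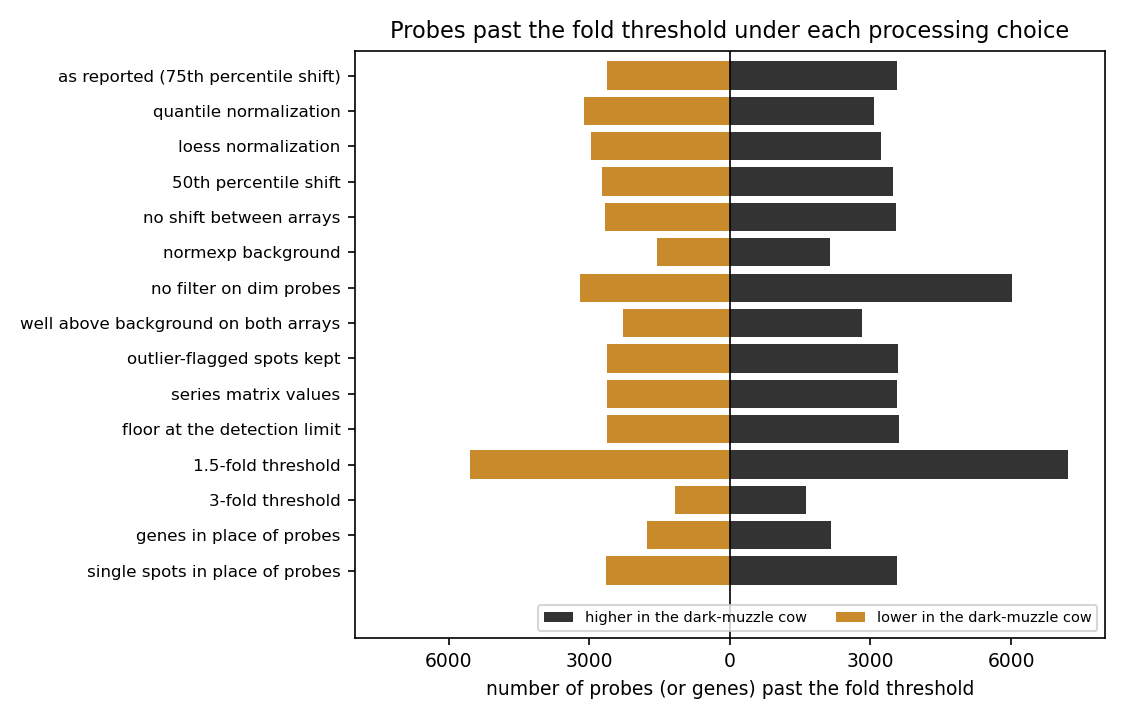
Number of probes (or genes, where named) past the fold threshold, higher in the dark-muzzle cow to the right and lower to the left, for the reported setting and each processing choice. The reported bars stand at 3575 and 2626, and the majority of higher probes is absent only under quantile normalization (3081 and 3120).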

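Among named genes measured on both arrays, the largest log2 ratio was 10.87 for a probe of JSP.1, an MHC class I gene, although another of its probes had a ratio of -2.30. The next were KRT4 (5.98 for its highest probe and 4.22 for its lowest), MSTN (4.60), SDR16C6 (4.57) and KRTAP11-1 (4.57). The lowest log2 ratios belonged to FCGR2B (-6.64), MSMB (-6.18), SLC4A10 (-5.20, its other probes being above background in neither cow), GALNT13 (-5.00 for 1 probe and -0.36 for the other) and PIP (-4.89). PIP was the brightest of these in the light-muzzle cow, with a log2 level of 7.39, and fell to 2.50 in the dark-muzzle cow. It is 1 of 12 measured genes of serous glands, whose median log2 ratio was -2.22. Of the genes well above background in only 1 cow, a further probe of JSP.1 was at least 425-fold higher in the dark-muzzle cow. BOLA-DQB was at least 226-fold and BOLA-DQA5 at least 171-fold higher there, but another probe of BOLA-DQB, measured in both cows, had a log2 ratio of 0.91. A probe of DPP4 was at least 33.5-fold lower in the dark-muzzle cow, while its 2 probes measured in both cows were 24.0-fold and 9.33-fold lower. TDH was at least 15.4-fold and CRISP2 at least 14.9-fold lower.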

**Figure 2:**
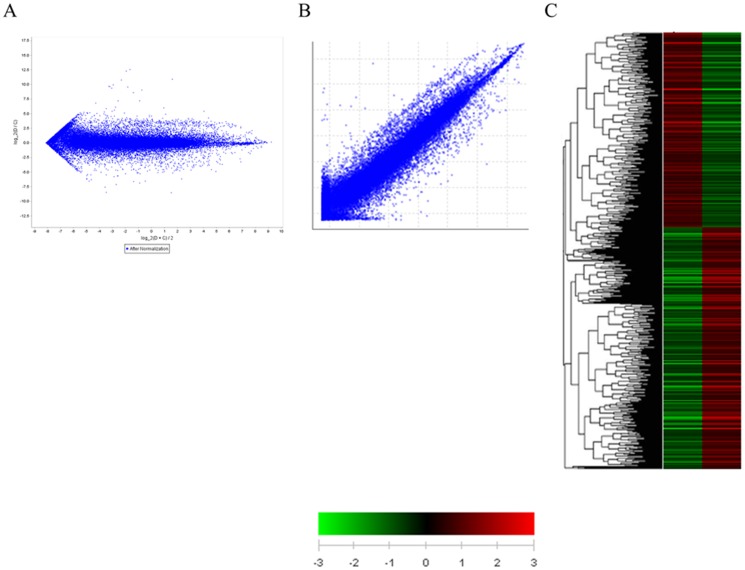
Visualization of clustered microarray data. A) MA plot, B) Scatter plot, and C) Hierarchical clustering analyses of 5,094 selected genes. The red color indicates the up-regulation of gene expression in the dark-muzzle HanWoo compared to that of the light-muzzle HanWoo. The green color indicates the down-regulation of genes.

### Identification of genes associated with Melanogenesis

From the results of gene clustering, we identified genes associated with melanogenesis that were differentially expressed in tissues of the dark and light-muzzle cows. Among these, 12 showed a more than 2-fold increase in expression in dark-muzzle cows, whereas the expression of 18 genes was significantly decreased (Tables 2, 3).

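Of the melanogenesis genes that the paper names outside its tables, TYRP1 had the largest difference. All of its 3 probes were well above background in the dark-muzzle cow only, with lower bounds of 5.62-fold, 7.35-fold and 9.72-fold. The largest of them, a log2 ratio of 3.28, was 1.69 under normexp background correction. MITF had a log2 ratio of 0.86 and MC1R one of 0.052. The probe of DCT measured in both cows had a ratio of -0.52, while its other probe was above background only in the dark-muzzle cow, with a lower bound of 0.54. The means of DCT and ASIP (-0.056) turned positive without a filter on dim probes, since the dim probe of each was then averaged in. CREB1, GSK3A, GSK3B and CTNNB1 lay between -0.42 and -0.046. ADCY1 was not well above background in either cow, and LEF1 was not analysed here. Over 11 measured genes of melanocytes, among them PMEL (1.70) and SLC24A5 (1.62), the median log2 ratio was 0.86. This lay at percentile 99.9 of the medians of 10000 random gene lists matched on mean expression. TYRP1 and EDNRB enter this list as lower bounds. Under normexp background correction the median of the list was 0.46. With only the genes well above background in both cows, which leaves out TYRP1 and EDNRB, it was 0.052. That value lies between -0.33 and 0.52, the limits of the random lists matched to all 11 genes.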

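Probes were found by accession or symbol for 10 of the 12 genes in Table 2 and 14 of the 18 in Table 3. FGF16, FGF10, CREB3L4, FGF11, FGF7 and MAGEB5 were not analysed here. The 10 genes of Table 2 had mean log2 ratios above 0, and 8 of them reached 2-fold. FGF4 had a ratio of 0.82, from probes at 0.63 and 1.01. PDGFRB had a mean ratio of 0.019, from probes at 1.03 and -0.99, and its sign changed under quantile normalization, loess normalization and the 50th percentile shift. FGF13 (1.94), MAGEB3 (1.78) and CALML5 (1.61) were past the threshold. In Table 3, 13 of 14 genes were lower in the dark-muzzle cow and 9 were at least 2-fold lower. MLPH fell most, with a log2 ratio of -3.51, followed among genes outside the frizzled family by MIA (-1.59), CREB3L2 (-1.31), P4HB (-1.16), CCND1 (-1.05) and MAGEE2 (-1.01). ADCY6, MAGEF1, MAGEH1 and HSPA5 lay between -0.99 and -0.82. On the same arrays, the median log2 ratio of 12 serous gland genes was -2.22. Which cells express the genes of Table 3 cannot be told from the arrays. Under the 50th percentile shift, 12 genes of Table 3 were at least 2-fold lower, and under normexp background correction 6. PRAME, matched through a synonym in the RefSeq table, was not well above background in the light-muzzle cow. Its lower bound was 1.54-fold higher expression in the dark-muzzle cow, a log2 ratio of 0.63. Over the alternatives this ratio lay between 0.26 and 0.66.

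**Figure D2:**
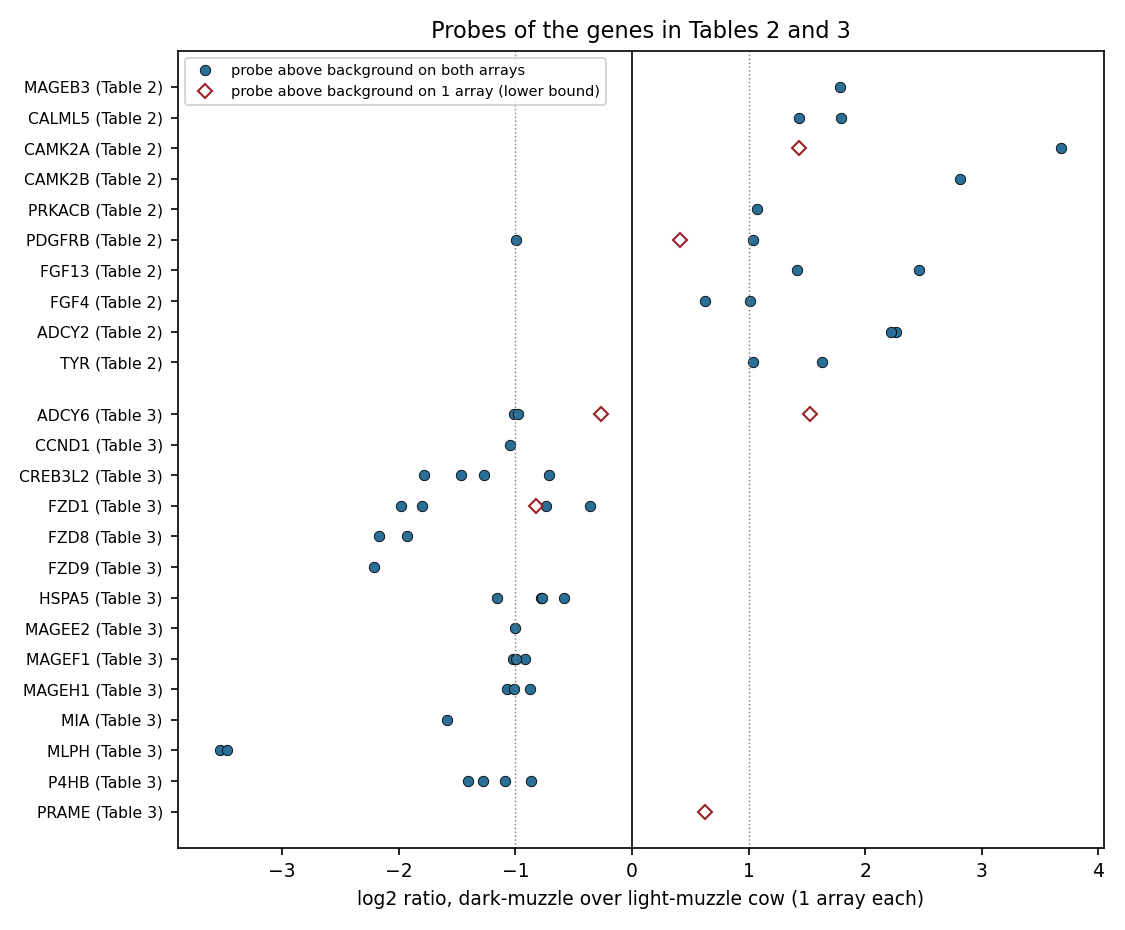
Log2 ratio, dark-muzzle over light-muzzle cow, of each probe of the genes in Tables 2 and 3, with filled circles for probes well above background on both arrays, open diamonds for lower bounds and dotted lines at 2-fold. The probes of PDGFRB lie on both sides of 0, at 1.03 and -0.99.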

**Table 2:** List of melanogenesis and MAPK signaling associated genes that are up-regulated in the dark-muzzle tissue.

Genes	Description	Genbank ID	Fold Increase
MAGEB3	*Bos taurus* MAGE-B3-like	XM_002700267	3.43
CALML5	*Bos taurus* calmodulin-like 5	NM_001098049	3.47
CAMK2A	*Bos taurus* calcium/calmodulin-dependent protein kinase II alpha	NM_001075938	12.84
CAMK2B	*Bos taurus* calcium/calmodulin-dependent protein kinase II beta	NM_001035357	7.04
PRKACB	*Bos taurus* protein kinase, cAMP-dependent, catalytic, beta	BC149047	2.10
PDGFRB	*Bos taurus* platelet-derived growth factor receptor, beta polypeptide	NM_001075896	2.05
FGF13	*Bos taurus* fibroblast growth factor 13	NM_001098892	5.51
FGF16	*Bos taurus* fibroblast growth factor 16	NM_001192777	2.53
FGF10	*Bos taurus* fibroblast growth factor-10	AY183659	2.50
FGF4	*Bos taurus* fibroblast growth factor 4	NM_001040605	2.02
ADCY2	*Bos taurus* adenylate cyclase 2	XM_587884	4.82
TYR	*Bos taurus* tyrosinase	NM_181001	3.10

**Table 3:** List of melanomagenesis and MAPK signaling associated genes that are down-regulated in the dark-muzzle tissue.

Genes	Description	Genbank ID	Fold Decrease
ADCY6	*Bos taurus* adenylate cyclase 6	NM_001143877	2.48
CCND1	*Bos taurus* cyclin D1	NM_001046273	1.09
CREB3L2	*Bos taurus* cAMP responsive element binding protein 3-like 2	NM_001102533	2.50
CREB3L4	*Bos taurus* cAMP responsive element binding protein 3-like 4-like	XM_880784	2.10
FGF11	*Bos taurus* fibroblast growth factor 11	NM_001192939	1.09
FGF7	*Bos taurus* fibroblast growth factor 7	NM_001193131	2.49
FZD1	*Bos taurus* frizzled homolog 1	NM_001101048	1.05
FZD8	*Bos taurus* frizzled-8-like	XM_869051	2.48
FZD9	*Bos taurus* frizzled homolog 9	XM_599625	2.07
HSPA5	*Bos taurus* heat shock 70kDa protein 5	NM_001075148	1.41
MAGEB5	*Bos taurus* misc_RNA	XR_083430	1.16
MAGEE2	*Bos taurus* melanoma antigen family E, 2	NM_001076876	2.45
MAGEF1	*Bos taurus* melanoma antigen family F, 1	NM_001102049	2.47
MAGEH1	*Bos taurus* melanoma antigen family H, 1	NM_001080728	2.38
MIA	*Bos taurus* melanoma inhibitory activity	NM_173936	1.50
MLPH	*Bos taurus* melanophilin	NM_001081597	2.22
P4HB	*Bos taurus* prolyl 4-hydroxylase, beta polypeptide	NM_174135	1.22
PRAME	*Bos taurus* preferentially expressed antigen in melanoma transcript 1	GU144301	2.26

In particular, the *PRKACB* (cAMP-dependent, catalytic, beta) gene, which controls cAMP responsive element binding protein 1 expression (CREB), *TYR*, and calcium/calmodulin-dependent protein kinase II alpha (*CAMK2α*) exhibited a more than 12-fold increase in expression in dark-muzzle cows compared with light-muzzle cows. On the other hand, expression of the frizzled family gene (*FZD*), which is the upstream regulator of the Wnt signaling pathway, was weaker in dark-muzzle cows than in light-muzzle cows.

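CAMK2A was 12.8-fold higher in the dark-muzzle cow, with log2 levels of -5.27 in the light-muzzle cow and -1.59 in the dark-muzzle cow. The light-muzzle level is close to the lowest level well above background on that array, -5.78. A second probe of CAMK2A was not well above background in the light-muzzle cow and gave a log2 ratio of at least 1.43. Under normexp background correction CAMK2A was 4.51-fold higher. With levels raised to the detection limit it was 5.95-fold higher, because the second probe was then averaged in, while the value of the first did not move. PRKACB was 2.10-fold higher, from the single probe of the paper's accession, with a log2 ratio of 1.07. Over the 3 probes measured under its symbol it was 1.82-fold higher, below 2-fold, with a log2 ratio of 0.86. TYR was 2.52-fold higher, the mean of probes with log2 ratios of 1.04 and 1.63, and 1.89-fold higher under normexp. CAMK2B was 7.04-fold higher, with a log2 ratio of 2.82, and 4.19-fold higher under normexp. On the same arrays, the median log2 ratio of 20 skeletal muscle genes was 3.25.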

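FZD9 had the lowest log2 ratio of the family, -2.21, with log2 levels of 0.095 in the light-muzzle cow and -2.12 in the dark-muzzle cow. FZD8 had a mean ratio of -2.05, from probes at -2.17 and -1.93. FZD1 had a mean ratio of -1.22 over 4 measured probes, which ranged from -1.98 to -0.36, and one of -0.98, short of 2-fold, under normexp. FZD7 was lower by less than 2-fold, with a ratio of -0.66 over 3 probes. FZD10 differed in direction, with a ratio of 0.34 from 1 probe. The median over these 5 genes was -1.22, at percentile 0.165 of random lists, and none of the 5 changed direction under any alternative normalization, background correction or filter that was tried. FZD2, FZD3, FZD4, FZD5 and FZD6 were not analysed here.

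**Figure D3:**
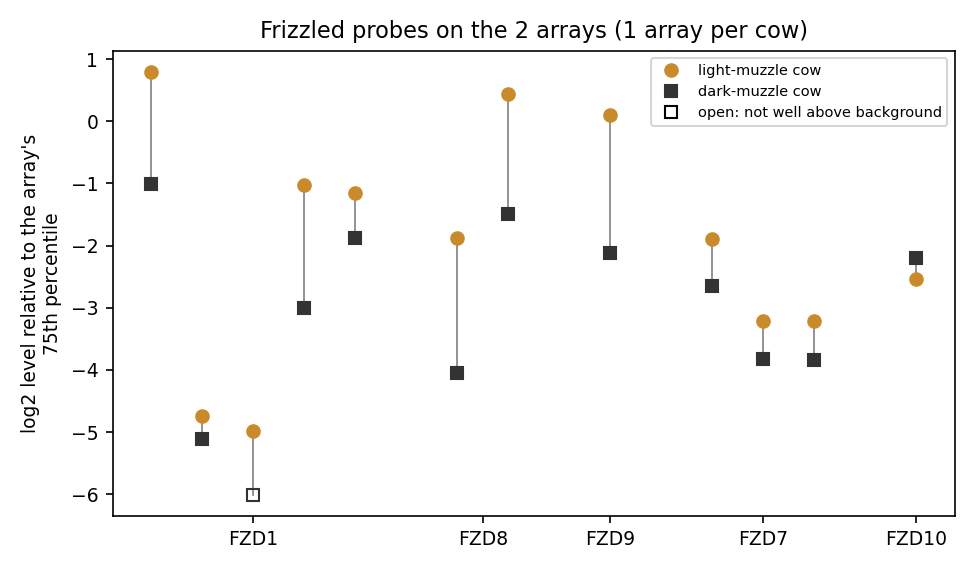
Log2 level, relative to the 75th percentile of the array, of each frizzled probe in the light-muzzle cow (circles) and the dark-muzzle cow (squares), with open symbols for probes not well above background. The probes of FZD1, FZD7, FZD8 and FZD9 are lower in the dark-muzzle cow and that of FZD10 is higher, and the means per gene had these directions under the other normalizations as well.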

### Verification of differential expression by real-time RT-PCR

To confirm the results of microarray analyses, 30 genes whose expression varied significantly between the dark and light muzzle cows, were tested using real-time RT-PCR. For this purpose, we collected muzzle tissue samples from 18 dark-muzzle and 18 light-muzzle cows.

As shown in Fig. 3, RT-PCR of these 30 genes revealed expression patterns similar to those obtained using the microarray. In particular, higher expression was confirmed in dark-muzzle cows for *ADCY2*, which activates microphthalmia-associated transcription factor (MITF) downstream to MC1R, as well as genes that are associated with PRKACB and MAPK signaling, such as *PDFRB* and *FGF4*, *10*, *13*, and *16*; and factors directly involved in melanogenesis such as *TYR*, *CAML5*, and *CAMK2α/β*. On the other hand, increased expression of MITF-activating factors such as *ADCY6*, *CCND1*, *CREB3L2/4*, and *FGF11* and *7* in the MAPK signaling pathway and *FZD1*, *8*, and *9* associated with the Wnt signaling pathway. In addition, several genes known as the melanoma antigens were also highly expressed in tissues from light-muzzle cows.

**Figure 3:**
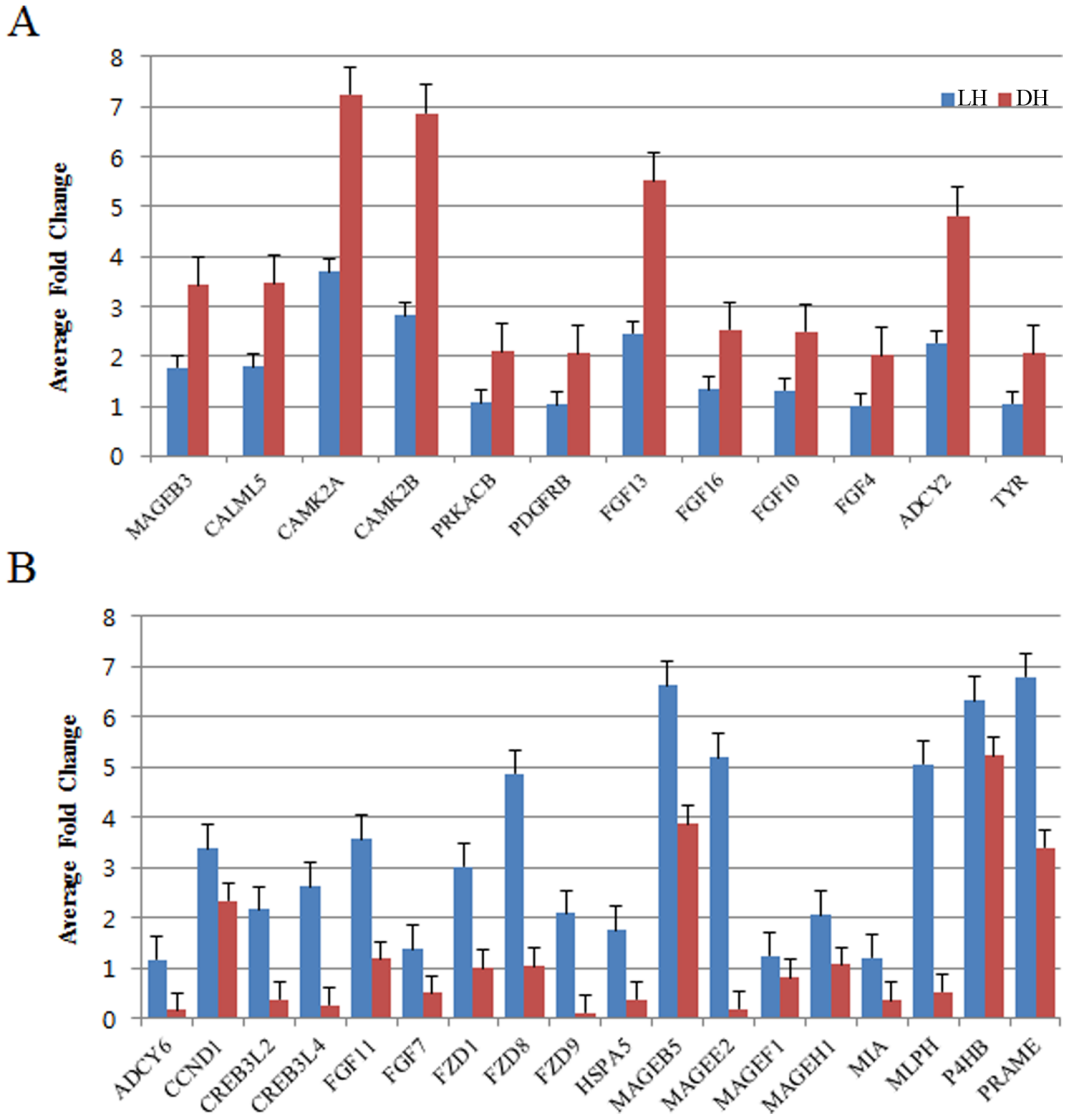
Real-time RT-PCR analysis of melanogenesis-associated genes between the muzzle tissues of dark-muzzle HanWoo (DH) and light-muzzle HanWoo (LH). The bars represent the average fold changes from 3 independent experiments (±SD). A) Genes involved in the upstream pathways of melanogenesis. B) Genes involved in the downstream pathways of melanogenesis.

### Expression analyses of novel genes with strong expression in the dark-muzzle

During microarray analysis, several genes with strong expression but with unknown function were also noted in dark-muzzle cows. 

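Of the probes at least 2-fold higher in the dark-muzzle cow, 1614 (45.1%) carried an accession without a match in the RefSeq table of ARS-UCD2.0. Among all probes only 47.2% had a match, so a missing match was not more frequent among the higher probes. A missing match also does not mean that the function is unknown. NM_001076026, which the RefSeq table pairs with LIN37, was represented by 2 probes, both well above background in both cows. The brighter probe fell from a log2 level of 3.72 in the light-muzzle cow to -0.62 in the dark-muzzle cow, a log2 ratio of -4.34. The dimmer probe rose from -4.67 to -4.05, a ratio of 0.63. The mean of both ratios was -1.86. XM_588439 was not analysed here.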

Through gene clustering, we selected 10 novel genes with the most significant expression from dark-muzzle cows and further examined their expression using real-time RT-PCR. Among these, expression of *NM_001076026* and *XM_588439* was higher in cows with a dark-muzzle than in cows with light-muzzle or in the Holstein breed (Fig. 4) The increment was most prominent in the expression of *XM_588439* (*p*<0.05). The difference in the expression of *NM_001076026* was not as pronounced as that of *XM_588439*, but was still statistically significant (*p*<0.05).

**Figure 4:**
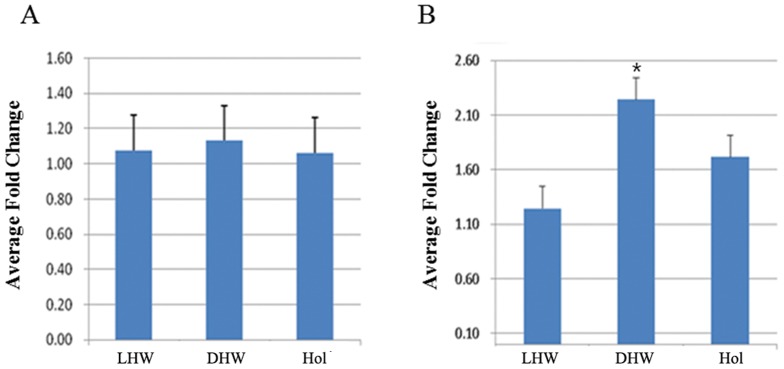
Increased expression of 2 novel genes in dark-muzzle cows. Real-time RT-PCR was performed on RNAs extracted from the muzzle tissue of dark-muzzle HanWoo (DHW), light-muzzle HanWoo (LHW), and Holstein cows (Hol). Expression of the up-regulated gene in dark and light muzzle of HanWoos. The experiments were repeated 3 times, and data are expressed as the mean (±S.D). *(*p*<0.05). A) NM_001076026, B) XN_588439.

We examined the tissue distribution of NM_001076026 and XM_588439 transcripts by *in situ* hybridization. NM_001076026 expression was strongest in the skin epithelium of dark-muzzle cows (Fig. 5A). XM_588439 transcripts were also detected in an area similar to NM_001076026, although to a lesser degree (Fig. 5B). Expression of both NM_001076026 and XM_588439 was not obvious in the tissue of light-muzzle cows, indicating that the products of these genes are enriched in the muzzle with black spots.

**Figure 5:**
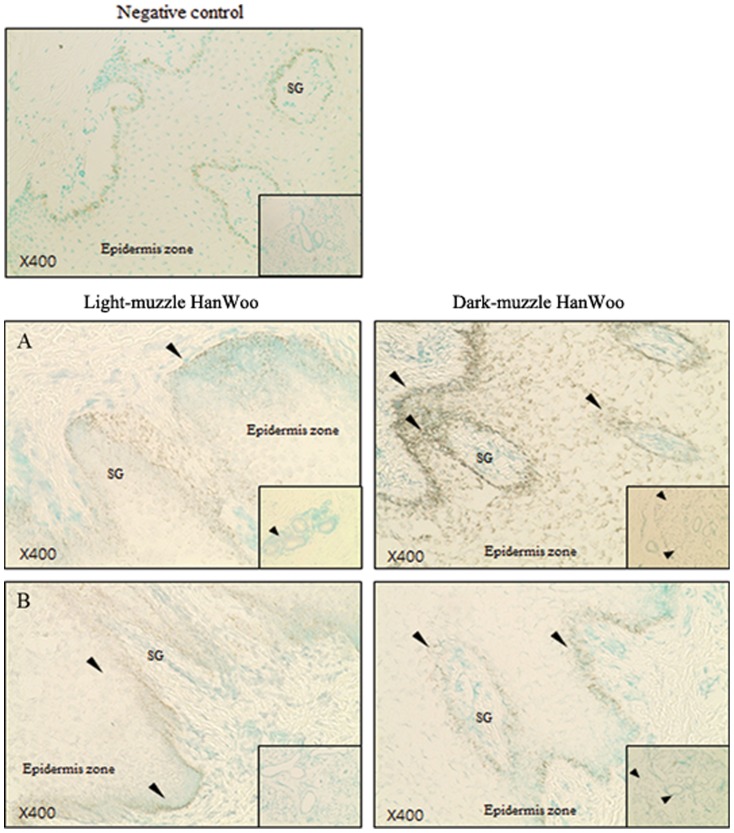
In situ hybridization analysis of highly expressed novel genes in the dark-muzzle HanWoo. The prehybridization solution was used as a negative control. Large figure is the epidermis zone on muzzle. Small figure is the muscle zone on muzzle. Magnification ×400. Arrowheads indicate the regions of strong expression. A) NM-01076026, B) XM-588439, SG: sweat gland.

## Discussion

It has been shown that genes associated with melanogenesis play important roles in the coat color determination of mammals. The synthesis of both pheomelanin and eumelanin is controlled by the interaction among a panoply of genes including TYR and MC1R. Interestingly, a genetic variation in the *MC1R* gene, which codes for the melanocyte-stimulating hormone α (αMSH) receptor, has been shown to be associated with the coat color of cows [13], [14], [15].

Melanogenesis also involves other signaling pathways, in particular, the Wnt and MAPK signaling pathways that affect the synthesis and activity of MITF [16], [17], [18]. Activation of Wnt signaling suppresses β-catenin and GSK-3α, while stimulating LEF in the TCF complexes, which induces the synthesis of MITF [19], [20], [21]. MAPK signaling activates tyrosine metabolism not only by inducing the production of MITF (which in turn activates eumelanin synthesis) but also by controlling the expression of CREB [22], [23], [24].

In contrast, relatively little is known about the genes involved in the determination of nose color. Since the variation in nose color is observed among cows with same coat color, it may employ pathways additional to the ones associated with coat color determination. It appears that some of the genes responsible for determining the coat color also affect pigment deposition in the muzzle of cows. According to a study by Lee et al. (2002), the presence of black spots in the muzzle is associated with the E+ allele of the MC1R locus. Another group also reported an association between the coat color and muzzle pigmentation in Korean brindle cattle [12]. Unfortunately, little is known about the genetic basis of the relationship between muzzle color and melanogenesis. In the present study, we carried out microarray analyses of yellow HanWoo with and without muzzle pigmentation. A total of 5,094 genes showed differences in expression between dark and light muzzle cows, of which 2,820 were up-regulated by more than 2-fold in the muzzle with black pigmentation, while 2,274 were down-regulated. Among these, we identified 12 genes involved in melanogenesis and confirmed their differential expression by real-time RT-PCR.

The identity of some of these genes provides intriguing insight into the possible mechanism through which muzzle pigmentation is regulated. For example, high expression of the AC (Adenylate cyclase 1) family genes, which interact with MC1R may affect the expression of CREB [25], [26], leading to the over-expression of melanogenesis-associated genes such as *PRKACB* and *CAMK2α* [27]. 

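Among the adenylate cyclase genes measured on the arrays, ADCY2 was 4.73-fold higher in the dark-muzzle cow (log2 ratio 2.24, from probes at 2.22 and 2.26), and ADCY4 had a log2 ratio of 0.32. ADCY7 had a ratio of -0.17. The 2 probes of ADCY6 measured in both cows gave -0.98 and -1.01, while another was well above background only in the dark-muzzle cow, with a lower bound of 1.53, and another only in the light-muzzle cow, with a bound of -0.26. The median over ADCY2, ADCY4, ADCY6 and ADCY7 was 0.072, at percentile 53.3 of random lists. The other CAMK2 genes, CAMK2D and CAMK2G, had log2 ratios of 0.20 and 0.29.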

Further, increased expression of genes involved in tyrosine metabolism, such as *TYR*, is likely to affect the synthesis of eumelanin in the dark-muzzle cows [28]. The genetic variation in the MC1R locus may be relayed to the synthesis of MITF via the activation of PKA, which in turn triggers MAPK signaling and TYR expression in dark-muzzle cows [28], [29]. On the other hand, expression of FZD, an upstream regulator of the Wnt signaling pathway [26], was lower in dark-muzzle cows than in light-muzzle cows. In this case, activation of Wnt signaling is likely to inhibit GSK-3β, and, as a result, MAPK signaling is quenched. This will lead to the decreased activity of MITF and TYR synthesis; thus, the relative concentration of pheomelanin will exceed that of eumelanin.

Currently, little is known about how genetic variation in the MC1R locus is relayed to the control of muzzle pigmentation, although many factors are believed to be involved in the regulatory cascade series. In this regard, novel differentially expressed genes from our microarray analyses may provide valuable information. We confirmed higher expression of 2 novel genes, *NM_001076026* and *XM_588439*, in the pigmented muzzle tissue. Overall, *XM_588439* produced a stronger *in situ* signal, but *NM_001076026* transcripts were concentrated in the epithelial layer of the muzzles. Further investigation of these novel genes may help to probe the molecular link between melanogenesis and muzzle color in cows.

To summarize, we performed a microarray-based comparison of the gene expression profiles of muzzle tissue from dark and light muzzle cows. It appears that the activation of MITF downstream of MC1R via MAPK signaling leads to increased synthesis of eumelanin in dark-muzzle cows. In light-muzzle cows, Wnt signaling takes the lead in melanogenesis control, leading to decreased activity of MITF and enrichment of pheomelanin. Identification of novel genes differentially expressed in the dark and light muzzle cows may provide additional information about the molecular mechanism of melanogenesis control, and these can potentially be used as new genetic markers for the determination of coat and muzzle color in cows.

## Conclusions

Using microarray and real-time RT-PCR techniques, we compared the gene expression profiles of muzzle tissues from native Korean cows (HanWoo) with and without black spots in their muzzles. We found an intriguing distinction between dark and light muzzle cows with respect to the expression of genes involved in the MAPK and Wnt signaling pathways. 

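A list of 20 measured genes of the MAPK cascade had a median log2 ratio of 0.34, at percentile 97.4 of the random lists. This is inside their limits at percentiles 2.5 and 97.5, although close to the upper one. The list is thus not among those counted as outside below. The members of the MAPK list lay between -1.33 and 1.72. For 11 measured target genes of MAPK signaling the median was -0.083, at percentile 22.4, and for 6 FGF genes it was 0.29, at percentile 80.7. For 24 measured genes of Wnt signaling, which include the frizzled genes, the median was -0.28, at percentile 0.58. This list mixes ligands and receptors with inhibitors of the pathway, such as SFRP2 (-1.24) and SFRP4 (0.65). Its median therefore does not show whether Wnt signaling was more or less active. For 4 targets of Wnt signaling the median was -0.15, and it turned positive when dim probes were averaged in, unfiltered or raised to the detection limit. Of 20 gene lists with at least 5 measured genes, those of Tables 2 and 3 not counted, 13 had a median outside percentiles 2.5 to 97.5. From the lower expression of FZD in dark-muzzle cows, the paper proposes that active Wnt signaling in light-muzzle cows inhibits GSK3B and quenches MAPK signaling, so that MITF activity and TYR synthesis decrease and pheomelanin exceeds eumelanin. For dark-muzzle cows it proposes that MAPK signaling activates MITF and so raises eumelanin.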

We also noticed increased expression of 2 novel genes in dark-muzzle cows and confirmed the presence of their transcripts in the muzzle epithelium using *in situ* hybridization. Collectively, our results provide new insights into the molecular mechanism of melanogenesis in the muzzle of cows. Genes noted for differential expression in dark and light muzzle cows may serve as new genetic markers for determining muzzle color phenotype.

How the deposited data were processed for this re-analysis (not part of the article)

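The data were 2 Agilent 1-colour bovine arrays of muzzle RNA, 1 from a light-muzzle and 1 from a dark-muzzle HanWoo cow, hybridised on the same slide. Samples were assigned to the 2 muzzle colours from their labels and the paper's description of the cows. The authors deposited the output of Feature Extraction 10.7.3.1 for each array, in which the processed signal is an intensity after background subtraction and detrending by that software. The authors also deposited a table of log2 values per probe, made in GeneSpring, which equals the log2 processed signal minus the 75th percentile of each array apart from a few probes spotted more than once. This table was used only as an alternative.

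From the processed signals, log2 levels were computed and shifted by the 75th percentile of each array's noncontrol spots. Control spots and spots marked as outliers by Feature Extraction were left out, and spots of a probe were averaged. A probe's log2 ratio is the dark-muzzle level minus the light-muzzle level. Probes well above background on only 1 array were given a lower bound, and probes above it on neither array no ratio. For each gene, probes were matched by the accession that the paper gives, or by symbol where no probe carried that accession, and ratios of probes measured on both arrays were averaged. If there were none, the largest lower bound was used. Probes that matched the RefSeq table of the ARS-UCD2.0 assembly, 20587 of 43639, took their symbol from it, and genes of Tables 2 and 3 also took the paper's pairing of accession and name. No coordinate was taken from that assembly.

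With 1 array per group, no test, p-value or SD between cows was computed. The number of arrays limits the precision of every ratio. The median of a gene list was given as its percentile among 10000 random lists of the same size, drawn from 10 bins of mean expression. The genes named were those of Tables 2 and 3, the 2 accessions studied further, other genes the paper names for melanogenesis, MAPK or Wnt signaling, the frizzled family, GAPDH, the 5 symbols with the largest and the 5 with the smallest ratio, and the 3 with the largest lower bound in each direction. The 27 gene lists, the main settings and the alternatives were fixed before the data were examined. A further list of muscle genes and a further list of gland genes were written later, and their medians were computed after that, to test an explanation. Combined filters and the probe with the largest change were added as alternatives after the data had been seen.

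The alternatives were quantile normalization, loess normalization (span 0.3), a shift to the 50th percentile, no shift, normexp background correction with an offset of 50, no filter on dim probes, only probes above background on both arrays, outlier spots kept, the authors' deposited log2 table, a floor at the detection limit, thresholds of 1.5-fold and 3-fold, genes or single spots in place of probes, the brightest probe of a gene, and every probe of its symbol. Normexp used the median pixel signal and the local background median of each spot; the mean pixel signal, which had been planned for it, was not used here. Quantile, loess and normexp values were made with limma 3.58.1 in R 4.3.3, and all else with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The counting of genes and the list percentiles were tested on simulated data in which 100 genes were raised and 100 lowered 4-fold against the light-muzzle array, over 9648 genes. All of the changed genes were recovered and 0 unchanged genes passed 2-fold. This was nearly assured, since the simulated noise had an SD below the median of 0.18 between probes of a transcript. Every simulated spot was also set well above background, so lower bounds and the filter on dim probes were not tested. A list of raised genes lay at percentile 100 and a list of unchanged genes at percentile 96.2. The RT-PCR and in situ hybridization experiments were not analysed here.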

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

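The spike-in test, the comparison of cell types and the comparison of MHC probes below were chosen after the result was seen. Each result here is a signal in genes that the paper does not discuss, or uses only as a control.

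Skeletal muscle genes were higher in the dark-muzzle cow. Over 20 measured genes of a muscle list, all well above background in both cows and none on another list or in the paper's tables, the median log2 ratio was 3.25, above all of 10000 random lists, whose medians lay mostly between -0.17 and 0.44. It stayed between 3.12 and 3.25 under the other normalizations and filters. In this list 18 genes were at least 2-fold higher, and PVALB (-1.15) and CA3 (-1.32) were lower. The brightest were MB, TNNC2, MYL1 and ACTA1. Their log2 levels were 8.10, 8.01, 7.88 and 7.49 in the dark-muzzle cow and 5.54, 5.00, 4.98 and 5.25 in the light-muzzle cow. A shift of the whole array is argued against by the spike-in transcripts, whose median log2 ratio was -0.22. A bright region of the array is argued against by 1172 other spots next to the muscle probes, with a median log2 ratio of 7.50e-05. A loss of gland cells alone would raise the markers of all other cell types alike, but the list medians of the other 9 cell types moved apart, from -0.35 for fibroblasts to 0.86 for melanocytes. A larger share of muscle in the dark-muzzle piece of tissue is a candidate explanation. It was tested on a further list of muscle genes that had not been looked at, and the median of its 23 measured genes was 2.95, again above all random lists. Whether the share of muscle follows muzzle colour, the animal or the place of sampling is open with 1 cow per group.

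Serous gland genes were lower in the dark-muzzle cow. Over 12 measured genes of a gland list, all well above background in both cows, of which 1 (LYZ) is on another list and 0 are in the paper's tables, the median log2 ratio was -2.22, below all random lists, and it stayed between -2.24 and -2.12 under the other normalizations and filters. The brightest were PIP, PIGR and CA6. Their log2 levels were 7.39, 4.77 and 4.34 in the light-muzzle cow and 2.50, 1.47 and 1.84 in the dark-muzzle cow. In contrast, BPIFA1 (log2 ratio 1.29), LPO (0.57) and LYZ (0.40) were higher in the dark-muzzle cow. The 421 other spots next to the gland probes had a median log2 ratio of -0.047, which argues against a bright region of the light-muzzle array. A larger share of gland in the light-muzzle piece may explain the difference. In a further list of gland genes that had not been looked at, the median of 18 measured genes was -1.24, below all random lists, although 2 of them were at least 2-fold higher. The keratins and junction genes on that list are also made by other epithelium. A difference in gland activity between the cows, or one that follows muzzle colour, was not tested.

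Probes of MHC genes had the largest ratios among probes with a gene symbol. JSP.1 had a probe with a log2 ratio of 10.87 and BOLA-DQB one with a lower bound of 7.82. More antigen-presenting cells in the dark-muzzle piece would raise BOLA-DRA and CD74 as much, but the median log2 ratio of their 8 probes was 0.41, and the highest 2.19. A sequence difference between the 2 cows, by which a probe binds the MHC alleles of only 1 of them, is consistent with another probe of JSP.1 at -2.30 and with a probe of BOLA-DQB at 0.91. No probe sequence was compared with the alleles of these cows, so this remains a hypothesis, and a difference in MHC expression between muzzle colours stays open as untested.

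GAPDH, the internal control named in the paper's methods, is reported here as a signal that the paper does not give. It had a log2 ratio of 1.32, with 8 probes between 1.03 and 1.60 and a range of 1.03 to 1.34 over the other processing choices. A shift of the whole array is argued against by the spike-in transcripts well above background on both arrays, of which the highest had a log2 ratio of 0.0063. Other commonly used reference genes, 17 in number, went both ways, from -0.45 for PPIB to 1.19 for SDHA, with a median of -0.015. PGK1, a further enzyme of glycolysis, had a ratio of 1.05. A link of GAPDH to the muscle genes, and a difference in GAPDH between muzzle colours, were not tested.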

How the results depend on the processing

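No test in this part was chosen after the result was seen. Counts of probes depended on the threshold, on the background and on the filter for dim probes. At least 2-fold higher probes numbered 3575 as reported, 2132 under normexp background correction, 6018 without a filter on dim probes and 2163 when genes were counted in place of probes. At least 2-fold lower probes numbered 2626 as reported and 1563 under normexp background correction. With a 1.5-fold threshold, 7226 probes were higher and 5542 lower, and with a 3-fold threshold 1620 and 1169, which follows from the threshold itself. For the remaining choices, each count stayed within 1.5 times the reported one. The share of higher probes among those past 2-fold was 57.7% as reported, 49.7% under quantile normalization and 65.3% without a filter on dim probes. Without the filter 43639 probes had a ratio, and 23160 genes had one, against 36630 probes as reported. Those 2 counts thus rest on different totals by construction. Beyond that, the cause of the changes under normexp, without the filter, under quantile normalization and with genes counted was not tested.

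The number of genes of Table 2 that reached 2-fold was 8 as reported and lay between 7 and 10 over the alternatives. The number of genes of Table 3 that were lower was 13 under each of them. Of 22 gene lists with at least 5 measured genes, 15 had a median outside the range of random lists, and 14 under normexp background correction. The 15 include the lists of Tables 2 and 3, which the paper chose on these arrays. The melanocyte list had a median of 0.86 as reported and 0.46 under normexp. It was 0.052 with only genes above background in both cows, a filter that by its construction removes TYRP1 and EDNRB, which were dim in the light-muzzle cow.

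Of 52 named genes with a ratio, 34 were at least 2-fold apart. None of these 34 changed direction under any of these alternatives, while 5 of them fell below 2-fold under at least 1. These were TYR, CREB3L2, FZD1 and MAGEE2 under normexp, and PRKACB with every probe of its symbol. Most of the 34 were picked for their difference on these same arrays, by the paper's tables or as the largest differences here. A stable direction was therefore nearly assured and decides little. For NM_001076026 (probes at -4.34 and 0.63) and JSP.1 (probes at 10.87 and -2.30) the direction depended on the probe. No alternative took the opposite probe alone. PDGFRB, ASIP, DCT, CREB1 and GSK3A, all less than 2-fold apart, changed direction under at least 1 of the alternatives. For ASIP, DCT and GSK3A this follows from the construction, since without the filter or with the floor a dim probe is averaged with the measured one, whose own value did not move. The list medians of the genes named in the paper's text, of Wnt targets and of lymphoid and myeloid markers changed direction as well, under no filter on dim probes, the floor or normexp.

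No paired analysis was possible because each group held 1 array, and for the same reason leaving out an array was not possible. The signal over background limits what can be measured, since 7006 probes were well above background in neither cow.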

Differences from the paper's values

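The alternative that takes the probe with the largest change, the filter applied to the deposited log2 table and the comparison with the bars of Fig. 3 are tests chosen only after the result was seen, as is the comparison of Table 3 on the log2 scale.

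For PRKACB the paper's text gives an increase of more than 12-fold and the paper's Table 2 gives 2.10, while the arrays gave 2.10-fold. For TYR the paper's text gives the same 12-fold and its Table 2 gives 3.10, while the arrays gave 2.52-fold, within 1.5 times of the value in Table 2. None of the 12 alternatives set before the data were examined came within 1.5 times of the 12-fold for either gene, and the highest were 2.14-fold for PRKACB and 3.10-fold for TYR.

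In Table 2, the paper's value for PDGFRB is 2.05 and the mean of its probes here was 1.01-fold. Without a filter on dim probes, which averages in its dim probe, it was 1.56-fold and for the brightest probe 2.05-fold, both within 1.5 times of the paper's value, and the other 10 alternatives were not. For each of the 10 genes of Table 2 with a measured probe, the probe with the largest change, an alternative chosen after seeing the values, lay within 0.03 of the paper's fold. FGF4 and PDGFRB, which the paper lists above 2-fold and which had mean log2 ratios of 0.82 and 0.019 here, both passed 2-fold with the brightest probe, an alternative set before the data were examined.

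In Table 3, 7 of the 13 genes measured in both cows differed; PRAME, for which there was only a lower bound, is given further on. The paper's value for CCND1 is 1.09 and the arrays gave 2.07-fold lower expression, a log2 ratio of -1.05. For FZD1 the paper's value is 1.05, against 2.33-fold here, a log2 ratio of -1.22. For MIA it is 1.50, against 3.00-fold here, a log2 ratio of -1.59. For P4HB it is 1.22, against 2.23-fold here, a log2 ratio of -1.16. For FZD9 it is 2.07, against 4.63-fold here, a log2 ratio of -2.21. For MLPH it is 2.22, against 11.4-fold here, a log2 ratio of -3.51. None of the 12 alternatives came within 1.5 times of the paper's value for these 6 genes. For FZD8 the paper's value is 2.48, against 4.14-fold here, a log2 ratio of -2.05, and under normexp background correction alone it was 2.99-fold, within 1.5 times. On the log2 scale, a comparison chosen after seeing the values, the size of the log2 ratio lay within 1.5 times of the paper's fold for 6 of these 7 genes, the exception being MLPH. The other 6 of the 13 genes measured in both cows lay within 1.5 times of the paper's value as folds and not as log2 ratios, so neither scale matches the whole table. With a tolerance of 0.1, the size of a probe's log2 ratio matched the paper's fold for 3 of the 13 genes, and with a tolerance of 0.03 a probe's fold matched it for 0 of them.

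The paper's counts, 2820 genes increased and 2274 decreased, are within 1.5 times of the 3575 and 2626 probes counted here. With only probes well above background on both arrays, an alternative set before the data were examined, 2820 probes were higher and 2273 lower. With this filter on the authors' deposited log2 table, a combination chosen after seeing the values, 2820 were higher and 2274 lower.

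The paper lists PRAME among genes decreased in dark-muzzle cows, by the paper's 2.26-fold. Here 1 probe gave a lower bound of 1.54-fold higher expression there, a log2 ratio of 0.63. This bound depended on the processing, with log2 ratios of 0.26 under quantile normalization, 0.34 under loess normalization and 0.49 under normexp. It stayed above 0 under each alternative that gave it a ratio, but such a bound was given only where it was above 0. Its sign under those alternatives therefore decides little. Without the filter on dim probes, where a value below 0 was possible, the log2 ratio of PRAME was 0.47. The other probe of PRAME was well above background in neither cow. The paper reports NM_001076026 as higher in dark-muzzle cows by RT-PCR. On the arrays its brighter probe had a log2 ratio of -4.34 and its dimmer probe one of 0.63, in the paper's direction. The mean of both was -1.86. The paper describes the adenylate cyclase family as highly expressed in dark-muzzle cows. Of 4 measured genes of that family 2 were higher there, with log2 ratios of 2.24 (ADCY2) and 0.32 (ADCY4), and 2 were lower, with -0.17 (ADCY7) and -0.99 (ADCY6), while ADCY1 was not well above background in either cow.

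The bars of Fig. 3, which the paper gives as RT-PCR results, were read by eye beside the array values of the same genes. In Fig. 3B, for 8 of 13 genes with a measured probe, the 2 bars lay within 0.1 of the sizes of the 2 log2 array levels of a single probe, in either order. CCND1 is an example, with bars at about 3.4 and about 2.3 in Fig. 3B, read by eye, and array log2 levels of 3.39 and 2.34. When the pairs of bars were reassigned to other genes 10000 times, the number of such matches was 0 each time. In Fig. 3A, for 8 of 10 genes, the light-muzzle bar lay within 0.1 of the log2 ratio and the dark-muzzle bar within 0.1 of the fold of a single array probe, against a mean of 1.56 and a highest number of 5 after reassignment. This comparison was chosen after seeing the values.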

Other observations

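The gene lists and the test of the spots next to the pigment probes were set before their results were seen, and the other tests below were chosen after the result was seen.

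CAMK2A and CAMK2B were higher in the dark-muzzle cow, as were the skeletal muscle genes. If muscle brought them, their ratios would lie within the range of the muscle genes, and the lower of the pair, CAMK2B, had a log2 ratio of 2.82, against quartiles of 2.95 and 3.51 and a range of -1.32 to 3.72 for the muscle list. That range is wide because PVALB and CA3 fell, so lying within it decides little. The arrays do not show which cells express CAMK2A and CAMK2B, so muscle and other sources cannot be told apart.

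Of 11 measured melanocyte genes, 5 were at least 2-fold higher in the dark-muzzle cow, and none was at least 2-fold lower. Spots next to the probes of TYR, TYRP1, PMEL and SLC24A5 had a median log2 ratio of -0.021 over 73 spots, which argues against a bright region of the array. More melanocytes in the dark-muzzle piece may explain the 5 genes, but DCT (-0.52, with a lower bound of 0.54 for its other probe), GPNMB (-0.27), KIT (-0.072), MC1R (0.052) and RAB27A (0.0065) did not follow. The brightest genes of this list in the dark-muzzle cow were GPNMB and PMEL. GPNMB had log2 levels of 2.78 in the light-muzzle and 2.52 in the dark-muzzle cow, and PMEL had -0.10 and 1.60. In the light-muzzle cow DCT, at 0.17, was brighter than PMEL. Of the 11 genes, 9 were well above background in both cows, 1 is in Table 2 and 4 are named in the paper's text. More melanocytes and a higher expression per melanocyte cannot be told apart from these arrays, since no measure of cell number is among them.

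More probes were well above background only in the dark-muzzle cow (2260) than only in the light-muzzle cow (922). The 153 negative control spots argue against a higher background on the dark-muzzle array, with a median log2 ratio of 0.0036. Whether the dark-muzzle array responded more strongly to dim transcripts is left open by the spike-ins. The 2 dim ones had log2 ratios of 0.80 and 1.93, but neither was well above background on the light-muzzle array, and the dimmest of the 8 measured on both arrays had a ratio of 0.0063. A real difference in weakly expressed genes between the cows stays open.

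The 2 probes of NM_001076026 went opposite ways, at log2 ratios of -4.34 and 0.63. Both were well above background in both cows, but the dimmer one had log2 levels of only -4.67 and -4.05, and whether its ratio exceeds the noise at such levels was left open. No biological explanation was tested, and the sequences of the 2 probes were not used here.

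The remaining gene lists gave these median log2 ratios. The median was 1.70 for 10 genes of Table 2 and -1.16 for 13 genes of Table 3 measured in both cows, lists that the paper chose on these arrays. It was -0.051 for 10 genes named in the paper's text and 1.55 for the 4 CAMK2 genes. Genes of the endoplasmic reticulum stress response had a median of -0.82 over 13 genes, below all random lists, and HSPA5 and P4HB of Table 3 are among them. The medians of cell cycle genes (0.59 over 16), interferon response genes (0.84 over 13), immediate stress genes (0.51 over 17), endothelium (0.66 over 10), keratinocytes (0.56 over 14) and adipocytes (0.54 over 13) lay above percentile 97.5, and that of fibroblasts (-0.35 over 14) below percentile 2.5. Those of lymphoid cells (-0.099 over 13), myeloid cells (-0.055 over 13), Schwann cells (-0.23 over 7) and erythroid cells (-0.22 over 4) lay between these limits. Of the sex-linked list, 1 gene, ZFY, had a ratio (0.41).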
